A study of Mus musculus and Gallus gallus with 24 samples.

How the data were processed

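Poly-A RNA was measured in tissue from the forelimb and hindlimb regions of wild-type mouse and chick embryos, and sequencing libraries were made with the Smart-seq v4 protocol, per the labels' protocols. The 24 samples fall into 6 groups of 4: mouse E8.5 forelimb and hindlimb, mouse E9.75 forelimb and hindlimb, chick HH12 forelimb and chick HH10 hindlimb. The study's description gives HH12 for both chick regions and E9.5 for the later mouse stage, so those stages are stated in 2 ways.

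The values analysed were the raw read counts per Ensembl gene that the authors deposited, in 3 tables of whole numbers. The count columns are named after aligned-read files, per the file headers, which record no aligner, counting program, genome build or annotation release, so no coordinates are given here. In 2 of the tables read 1 and read 2 were aligned and counted apart, per the file headers. Those 2 tables come from one sequencing plate, also per the file headers, and their libraries are called plate libraries here. The E9.75 table has 1 column per library.

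The species words of the plate tables conflict. The table with mouse gene identifiers names its libraries chick, and the table with chicken gene identifiers names its libraries mouse. Columns were assigned to samples by their names, and the text uses only the region and number in each name. The lowest sum of Xist and male-specific Y-gene values over the 7 plate libraries on mouse genes was 49.8 CPM, and birds lack these genes. These libraries are therefore called the plate libraries on mouse genes, and the others the plate libraries on chicken genes. If the species words in the column names were exchanged, the first set is mouse E8.5 and the second is chick. The names of the 2 tables read so, giving E8.5 for the one with mouse genes and chick for the one with chicken genes, but the samples' labels do not settle it. No column on mouse genes carried forelimb 2, which left 7 libraries there. The E9.75 columns are numbered 2, 3, 4 and 5 for forelimb and 1, 3, 4 and 5 for hindlimb. The samples are numbered otherwise, so columns were matched to groups only.

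Read 2 counts were the values of a plate library. Read 1 of forelimb 3 on mouse genes held 10729141 counts against 27151107 for its read 2, and the read 1 and read 2 columns of hindlimb 3 on chicken genes differed in 0 genes. A further column of the chicken-gene table, named hindlimb 3 but carrying another library's index number, entered no comparison. One of the 24356 chicken genes had a damaged cell and was dropped. Of 55414 mouse gene identifiers, 52081 matched a symbol. The 37 mitochondrial genes had 0 counts in every mouse-gene library. Chicken identifiers are not paired with names here, so lists and named genes were not analysed in that table, and its region effects were not compared with those of mouse genes. Genes with near-identical copies, such as the paired alpha-globin genes, are uncertain because the counting of shared reads is not recorded. The strand used in counting is not recorded either, so overlapping and antisense genes are uncertain too.

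Region effects were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. Each table was fitted alone, without covariates. The difference between the 2 mouse-gene tables in the region effect (the interaction), and each region between those tables, were tested in 1 fit of all 15 mouse-gene libraries. Standard errors are the absolute log2 fold change divided by the square root of F. A value of 0 counts was given an upper limit of 3 counts, and folds against a group at or under that limit are lower bounds. Intervals and limits of this kind cover counting error only. Values per library are in CPM, the count scaled by the TMM-scaled library size.

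Before the data were examined, 15 genes and 16 gene lists were fixed, with the design and the alternatives. Lists with at least 3 tested genes, 15 of them, were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the 30 tests of both mouse-gene tables. The lists cover limb initiation, HIF targets, NF-kB targets, posterior and anterior Hox genes, nuclear-encoded oxidative phosphorylation, 8 neighbouring tissues and male-specific Y genes. The list left out, on X inactivation in females, had too few tested genes. List medians are of differences in mean log2 CPM. Medians with genes at their bound use edgeR's fold changes for the other genes of the list, so they can differ from the first by method too. The 15 list tests on the interaction were added after the data were seen and form a family of their own. The genes named are the 15 fixed genes and, per region comparison, the 3 with the smallest adjusted p in each direction among called genes with a symbol, an absolute log2 fold change of at least 1 and groups that do not overlap. For chicken identifiers, 2 per direction are given by the same rule without the symbol.

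Alternatives were DESeq2 size factors, upper-quartile factors, scaling without abundant genes, no low-count filter, a mean of at least 5 CPM, DESeq2 1.42.0, limma-voom, both mouse-gene tables in 1 fit, a replicate block, and leaving out each replicate. List tests were repeated with an estimated correlation, with fry and with a prior count of 0.5. Read 1 counts and a correction for GC content and transcript length in 20 bins were chosen after seeing the data, as was the block at E9.75, by the number in the column name. The correction used GENCODE transcripts of mouse GRCm38, in which 99.6% of the tested plate genes had a value.

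The pairing of equal numbers was checked by correlating deviations from the group means across genes. On mouse genes the 3 same-numbered pairs of plate libraries gave correlations of 0.186, 0.201 and 0.229, all over 0.1, so the numbers were taken to pair these samples. At E9.75 the pairs numbered 3, 4 and 5 in the column names gave 0.103, 0.120 and 0.152, also over 0.1, and were taken as pairs too. There 2 differently numbered pairs were as high, forelimb 2 with hindlimb 1 (0.206) and forelimb 5 with hindlimb 4 (0.119), so these values alone do not single out the E9.75 numbering. Forelimb 2 and hindlimb 1 share no number and add nothing to the blocked E9.75 effect. The pairing comes from these correlations alone, since the labels do not describe it. At E9.75, Xist measured 5.26 CPM in forelimb 3 against 0.055 CPM in hindlimb 3, and 4.98 against 0.094 CPM for number 5. It was 3.28 and 3.71 CPM for number 4. These values argue against the same embryos in both regions for numbers 3 and 5. Blocks and splits by number at E9.75 therefore need not follow embryos. For the interaction the block was run in the plate libraries alone and in both tables.

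The tests of the region effect in each of the 3 tables were run on simulated data with 200 changed genes before use, with edgeR, DESeq2 and limma-voom, and the interaction with edgeR. The comparisons of each region between tables and the list tests on the interaction were not simulated. At a simulated log2 change of 2, edgeR recovered 54.2% of the changed genes that were tested in the plate libraries on mouse genes, 91.8% at E9.75, 83.8% in the plate libraries on chicken genes and 45.1% for the interaction. False calls were 5.45%, 8.67%, 1.79% and 5.38% of its calls. With DESeq2 they were 33.2%, 18% and 13% in the 3 tables. A changed list of 30 genes had a camera p of 5.25e-37 on the plate simulation, and at E9.75 one of 5.4e-92. Of 50 random lists, camera put 0 on the plate simulation and 1 at E9.75 under the unadjusted threshold, and fry put 3 and 4. The simulated genes were independent of each other, so this does not test the preset correlation. The interaction simulation gave each gene 1 spread for both tables. Real libraries of the same region correlated at 0.8999 to 0.9555 in the plate libraries on mouse genes and at 0.9759 to 0.9858 at E9.75. The false calls simulated for the interaction therefore do not cover a spread that differs between the tables.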

Results

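Gene expression was measured by RNA sequencing in the forelimb and hindlimb regions of mouse and chick embryos. The title of the study concerns oxygen levels in the embryo and the timing of limb initiation, and the design asks how the regions that give rise to the limbs differ in expression around the start of limb outgrowth. Counts were analysed for 23 libraries. There were 3 forelimb and 4 hindlimb plate libraries on mouse genes, 4 and 4 E9.75 libraries, and 4 and 4 plate libraries on chicken genes. Total counts were 21998296 to 30633971 per library in the plate libraries on mouse genes. They were 29463593 to 45803388 at E9.75 and 16757175 to 21425993 on chicken genes. After the filter on low counts, 20769, 20292 and 13247 genes were tested. The limit that a count of 0 allows in the forelimb plate libraries on mouse genes was 0.112 CPM, averaged over those 3 libraries.

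In the plate libraries on mouse genes, 4 of 20769 genes differed between the regions in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 3 were higher in hindlimb and 1 in forelimb, while 1344 genes had an unadjusted p under 0.05. The groups did not overlap for 1481 genes, 7.13% of those tested, against 5.71% by chance. Evx1 (ENSMUSG00000005503) measured 3.16 ± 1.62 CPM in forelimb (SD, n = 3) and 66.4 ± 17.9 CPM in hindlimb (n = 4), a log2 fold change of 4.39 (SE 0.42). Spry4 (ENSMUSG00000024427) rose by 2.82 (SE 0.26) and Etv5 (ENSMUSG00000013089) by 1.39 (SE 0.14) on the log2 scale. Raet1e (ENSMUSG00000053219) fell by 2.04 (SE 0.19). The edgeR adjusted p was 0.0448 for each of the 4 genes. With the sample number as a replicate block, 0 genes were called in either direction and 1491 had an unadjusted p under 0.05, and the edgeR adjusted p of each of the 4 rose to 0.246. Each of the 4 calls was lost in 6 of the 7 fits that each left out 1 library, all but the one without forelimb 1, with an edgeR adjusted p of up to 0.317. Over the 11 alternatives that kept every library, the highest adjusted p per gene was 0.248 to 0.250, and Etv5 was also lost with upper-quartile factors (edgeR adjusted p 0.0606). The alternative that moved the count most was both mouse-gene tables in 1 fit, with 169 genes higher in hindlimb and 217 higher in forelimb. Without forelimb 1 the counts were 27 and 9. The counts were 0 and 0 without forelimb 3, forelimb 4, hindlimb 2, hindlimb 3 or hindlimb 4. Genes at an unadjusted p under 0.05 then numbered 3148, 967, 1113, 1067 and 1041, in the same order. With DESeq2 size factors the split was 6 to 1, and with upper-quartile factors 2 to 2, against 3 to 1 here.

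Of the 15 fixed genes, 14 could be tested in these libraries. Adjusted over all genes, 0 were called, with 3 at an unadjusted p under 0.05, and 2 were called when adjusted over the list alone. Tbx4 (ENSMUSG00000000094) had 0 counts in all 3 forelimb libraries and 5.59 ± 5.0 CPM in hindlimb (SD, n = 4), which is at least 49.8-fold higher. Its edgeR adjusted p was 0.223 over all genes and 0.0047 over the list. Tbx4 was called with no filter on low counts, with both mouse-gene tables in 1 fit and with DESeq2 (adjusted p 0.0249, 0.0282 and 1.2e-08), and over 10 alternatives its adjusted p reached 0.542. Hoxc9 (ENSMUSG00000036139) measured 0.338 ± 0.300 CPM in forelimb (n = 3) and 18.4 ± 19.8 CPM in hindlimb (n = 4), with a log2 fold change of 5.74 (SE 1.37) and an edgeR adjusted p of 0.347 over all genes and 0.0215 over the list. Hoxc9 was called with DESeq2 and with both mouse-gene tables in 1 fit (adjusted p 0.00665 and 0.0111), and over 11 alternatives its adjusted p reached 0.911. Tbx5 (ENSMUSG00000018263) measured 16.1 ± 8.27 CPM in forelimb (n = 3) and 2.60 ± 2.94 CPM in hindlimb (n = 4), with an edgeR adjusted p of 0.613 over all genes and 0.101 over the list. Hoxc10 was not tested. It had 0 counts in forelimb and was at least 9.22-fold higher in hindlimb. Single libraries weighed on these means. Without hindlimb 4 the hindlimb mean of Tbx4 was 3.11 CPM, and without hindlimb 3 that of Tbx5 was 1.19 CPM. Without hindlimb 2 the hindlimb means of Hoxc9 and Hoxc10 were 9.02 and 0.371 CPM, against 18.4 and 1.04 CPM with it, and without forelimb 1 the forelimb mean of Hoxc9 was 0.222 CPM. For Pitx1, Isl1, Fgf10, Hand2, Tbx3, Aldh1a2, Meis2, Hif1a, Epas1, Rel and Rela the edgeR adjusted p was between 0.914 and 1.00. Without forelimb 3 the direction of Tbx3 and Epas1 changed, to log2 fold changes of 0.52 and 0.16, and that of Tbx3 also changed without hindlimb 2, to 0.13, and under the replicate block, to 0.33.

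At E9.75, 8880 of 20292 genes (43.8%) were called in edgeR's quasi-likelihood test, 4402 higher in hindlimb and 4478 higher in forelimb. An absolute log2 fold change of at least 1 was reached by 2275 of them. The groups did not overlap for 8494 genes, 41.9%, against 2.86% by chance. With upper-quartile factors the split was 5309 to 3350, so that 61.3% of calls were higher in hindlimb against 49.6% here, and the median of all genes was 0.12 on the log2 scale. The alternative that moved the counts most was both mouse-gene tables in 1 fit, with 1982 and 2173. Forelimb-biased genes with the smallest adjusted p were Hoxd9 (ENSMUSG00000043342), with a log2 fold change of −2.31 (SE 0.11), Sertad4 (ENSMUSG00000016262), with −1.71 (SE 0.081), and Tbx5. Hindlimb-biased genes were Dpysl3 (ENSMUSG00000024501) with 1.86 (SE 0.10), Tcf21 (ENSMUSG00000045680) with 3.57 (SE 0.22) and Dqx1 (ENSMUSG00000009145) with 2.65 (SE 0.16). Their edgeR adjusted p lay between 1.5e-06 and 6.2e-06.

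Among the 15 fixed genes at E9.75, 12 were called over all genes and 12 adjusted over the list alone. Tbx5 measured 47.7 ± 4.95 CPM in forelimb and 1.11 ± 0.484 CPM in hindlimb (SD, n = 4 each), a log2 fold change of −5.43 (SE 0.24, edgeR adjusted p 1.5e-06). Pitx1 (ENSMUSG00000021506) measured 2.36 ± 3.36 and 98.4 ± 10.1 CPM, a log2 fold change of 5.35 (SE 0.64, edgeR adjusted p 2.2e-04). Isl1 (ENSMUSG00000042258) measured 2.71 ± 2.99 and 68.3 ± 15.2 CPM (4.63, SE 0.53, edgeR adjusted p 1.9e-04), and Tbx4 measured 3.32 ± 4.73 and 71.8 ± 14.2 CPM (4.42, SE 0.69, edgeR adjusted p 6.0e-04). The forelimb values of these 3 genes and of Hoxc10 were set by forelimb 5. Without it the forelimb means were 0.683 CPM for Pitx1, 1.23 CPM for Isl1, 0.959 CPM for Tbx4 and 0.079 CPM for Hoxc10. Without it the log2 fold changes were 7.11 for Pitx1, 5.74 for Isl1 and 6.20 for Tbx4. That of Hoxc10 was 5.90 with forelimb 5 and 8.71 without it. The remaining forelimb counts of Hoxc10 were 0, 5 and 4, near the limit of 3 counts, so 8.71 is not an exact size. Hif1a (ENSMUSG00000021109) measured 103 ± 10.2 CPM in forelimb and 71.9 ± 4.04 CPM in hindlimb (n = 4 each), a log2 fold change of −0.52 (SE 0.085, edgeR adjusted p 7.2e-04). Hoxc9, Aldh1a2 and Hand2 were higher in hindlimb, with log2 fold changes of 2.16, 1.41 and 0.80. Fgf10, Tbx3 and Rela were higher in forelimb, with −0.95, −0.67 and −0.41. Rela was not called after the correction for GC content and length, with a log2 fold change of −0.19 and an edgeR adjusted p of 0.0631. With the replicate block in the same fit as the correction, neither Rela (−0.17, edgeR adjusted p 0.193) nor Fgf10 (−0.59, edgeR adjusted p 0.0523) was called. For Rela, over 11 alternatives its adjusted p ran from 3.5e-05 to 0.201. With both mouse-gene tables in 1 fit, Aldh1a2, Fgf10, Hand2, Rela and Tbx3 were not called. Meis2, Epas1 and Rel were not called.

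**Figure D1:**
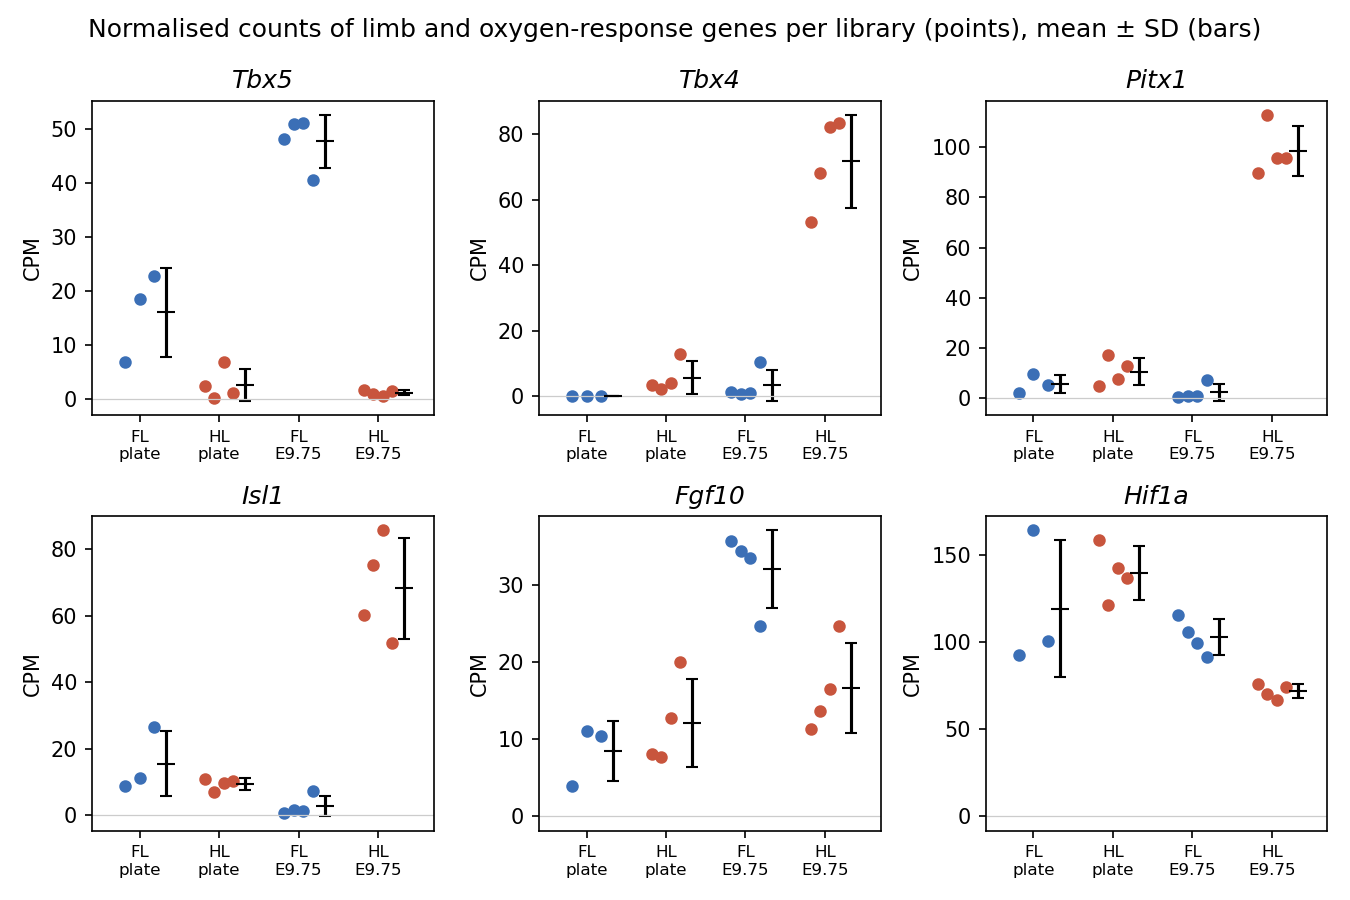
CPM of 6 fixed genes in each library (points) of the plate libraries on mouse genes and of E9.75, for forelimb (FL, blue) and hindlimb (HL, red), with mean and SD as bars. At E9.75, Tbx5 averaged 47.7 CPM in forelimb and 1.11 CPM in hindlimb, and Tbx4, Pitx1 and Isl1 were higher in hindlimb.

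In the plate libraries on chicken genes, 2650 of 13247 genes were called by edgeR, 1074 higher in hindlimb and 1576 higher in forelimb, and 1201 had an absolute log2 fold change of at least 1. The groups did not overlap for 3246 genes, 24.5%, against 2.86% by chance. Per the titles the chick regions differ in stage as well, HH12 for forelimb and HH10 for hindlimb, and region and stage then cannot be told apart. With DESeq2 the number higher in hindlimb was 1668. The replicate block raised the counts in both directions, although equal numbers were not taken to pair these samples. Without forelimb 2 the counts were 495 and 903, and without forelimb 4 the number higher in hindlimb was 1250. ENSGALG00000034168 rose from 39.4 ± 1.97 CPM in forelimb to 414 ± 56.9 CPM in hindlimb (SD, n = 4 each; log2 fold change 3.40, SE 0.12, edgeR adjusted p 3.2e-08). ENSGALG00000030237 had a log2 fold change of 3.67 (SE 0.21). ENSGALG00000054080 fell by 5.70 (SE 0.41) and ENSGALG00000037336 fell by 1.98 (SE 0.15) on the log2 scale.

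The difference between the mouse-gene tables in the hindlimb-to-forelimb effect was called by edgeR for 2583 of 23806 genes, 1289 with a larger and 1294 with a smaller hindlimb-minus-forelimb difference at E9.75. The table and any difference in stage or batch cannot be told apart for levels, while a level difference common to both regions cancels in this test. The fit gives each gene 1 spread for both tables, although same-region plate libraries were less alike than those at E9.75. With DESeq2 size factors the split was 1715 to 778, and with upper-quartile factors 1697 to 739, so that 68.8% and 69.7% of calls were positive against 49.9% here. Those scalings put the median of all genes at 0.19 and 0.20 on the log2 scale, against 0.07. With the replicate block in the plate libraries alone the counts were 2434 and 2608, and 970 and 826 with the block in both tables. Without plate forelimb 4 the larger differences numbered 372, and without E9.75 forelimb 3 the smaller ones numbered 489. Of the 15 fixed genes, 3 were called over all genes and 8 adjusted over the list alone. The log2 difference was 5.33 (SE 0.79, edgeR adjusted p 0.00162) for Isl1, 4.35 (SE 0.98, edgeR adjusted p 0.0174) for Pitx1 and −0.83 (SE 0.19, edgeR adjusted p 0.0189) for Hif1a. The Hif1a call was lost in 6 of the 15 fits that each left out 1 replicate, with an edgeR adjusted p of up to 0.0930, reached without E9.75 hindlimb 4. With the block in both tables its edgeR adjusted p was 0.0501. Pitx1 and Isl1 were called in all 15. Leaving out 1 library brought calls for Aldh1a2 (lowest edgeR adjusted p 0.00791, without plate hindlimb 1), Hoxc9 (0.0183, without the same library), Tbx5 (0.0169, without plate hindlimb 2) and Fgf10 (0.0408, also without plate hindlimb 2). With the replicate block in the plate libraries alone, Tbx5, Aldh1a2, Fgf10, Hand2 and Tbx3 were called as well, with edgeR adjusted p of 0.00782, 0.00402, 0.00667, 0.0307 and 0.0430 against 0.0587, 0.0558, 0.0652, 0.0741 and 0.628 without it. With the block in both tables, Tbx5, Aldh1a2 and Fgf10 were called (edgeR adjusted p 0.0464, 0.0200 and 0.0458), and Hand2 (0.0640) and Tbx3 (0.175) were not.

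Within forelimb, edgeR called 9194 genes between the tables, 4025 higher at E9.75 and 5169 higher in the plate libraries. Within hindlimb it called 10915, 4742 and 6173. The hindlimb split changed with the scaling, to 5406 and 5476 with DESeq2 size factors and to 5603 and 5223 with upper-quartile factors. The median of all genes was then 0.04 and 0.07 on the log2 scale, against −0.07. Batch and stage cannot be told apart in these comparisons. Across 18749 genes tested in both tables, the region effects had a Pearson correlation of 0.0065, and genes are not independent replicates. Of 3 genes called in both, 1 changed in the same direction. Without plate forelimb 1 it was 11 of 15. With the replicate block, in the plate libraries alone or in both tables, 0 genes were called in both. Among 35 splits of the plate libraries, 33 gave a correlation as far from 0.

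The gene lists were tested with camera at a preset correlation of 0.01. In the plate libraries on mouse genes 11 of 15 lists were called, at E9.75 4 of 15, and for the interaction 9 of 15. With fry 5, 3 and 3 of those calls held. With an estimated correlation 0, 0 and 0 were called, and 5, 0 and 3 lists had an unadjusted p under 0.05. Other splits of the same samples gave as many called lists in 2 of 35 splits of the plate libraries, 30 of 35 at E9.75 and 17 of 60 for the interaction, the real one included. The HIF target genes had a median log2 fold change of 0.35 in the plate libraries, above 0 in 35 of 46 genes (camera adjusted p 5.0e-06), and a list p-value as small came from 5 of 35 splits. This call did not hold under fry (adjusted p 0.144), and over 7 alternatives the adjusted p ran from 4.0e-07 to 0.412. At E9.75 their median was −0.14, below 0 in 31 of 48 genes (camera adjusted p 0.109). It was called without E9.75 forelimb 4, forelimb 5 or hindlimb 1 (camera adjusted p 0.0389, 0.0242 and 0.0304). The median was −0.09 without E9.75 forelimb 2 or hindlimb 4, and −0.23 without forelimb 5.

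Oxidative phosphorylation genes had a median of −0.15 in the plate libraries, below 0 in 74 of 77 genes (camera adjusted p 6.5e-04), with 15 of 35 splits as small. Without plate forelimb 1 the median was −0.0043 (camera adjusted p 0.859), without plate forelimb 4 it was −0.084 (0.181) and without plate forelimb 3 it was −0.37 (3.0e-17). The call did not hold under fry (adjusted p 0.485). At E9.75 the median was 0.74, above 0 in 69 of 77 genes (camera adjusted p 3.7e-10), with 7 of 35 splits as small. It was 0.35 after the correction for GC content and length and 0.32 with the replicate block as well, and the call held under fry (adjusted p 0.0333).

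In the plate libraries, the posterior Hox list (median 3.63, 7 of 7 genes above 0; 3.46 with 2 genes at their bounds), the anterior Hox list (0.61, 13 of 18; 0.60 with 1 gene at its bound), and presomitic and tail-bud markers (4.02, 21 of 22) were higher in hindlimb. With edgeR's fold changes the tail-bud median was 2.59. Cardiac markers (−2.48, 15 of 16 below 0) and endothelial markers (−1.06, 21 of 21 below 0) were lower. The camera adjusted p of these 5 lists ran from 3.2e-24 to 1.0e-06. They held under fry, and for each of them only the real split of 35 gave a p-value as small. Neural tube (0.91, 12 of 15 above 0; 0.86 with 1 gene at its bound) and surface ectoderm markers (0.51, 12 of 19) were called higher in hindlimb, with camera adjusted p of 3.4e-06 and 0.0276. Erythroid (−1.12, 16 of 17 below 0) and gut endoderm markers (−0.93, 22 of 24 below 0) were lower, with camera adjusted p of 7.4e-06 and 3.3e-05. These 4 calls did not hold under fry, and the splits with a p-value as small numbered 2, 4, 8 and 13 of 35, in the same order. Single libraries set the size of 3 of these medians. Without hindlimb 2 the gut endoderm median was −0.31 (camera adjusted p 0.00560). The erythroid median was −2.01 without forelimb 1 and −0.63 without forelimb 3, and the neural tube median was 1.68 without forelimb 1. The surface ectoderm call was also lost without forelimb 3, hindlimb 3 or hindlimb 4 (camera adjusted p 0.103, 0.0890 and 0.0926), and over 7 alternatives its adjusted p ran from 0.0250 to 0.412. Of the list members, 1 of the neural tube, 1 of the endothelial, 6 of the gut endoderm and 6 of the surface ectoderm genes stand in another list too. Limb initiation (camera adjusted p 0.243), NF-kB target (0.457), somite (0.245) and male-specific Y genes (0.506) were not called. Limb initiation was called without forelimb 3 (camera adjusted p 0.0172) and the somite list without hindlimb 3 (0.0179).

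At E9.75 the anterior Hox list was lower in hindlimb (median −0.78, 17 of 18 genes below 0, camera adjusted p 6.5e-04). Endothelial (0.62, 19 of 21 above 0) and erythroid markers (0.82, 17 of 17 above 0) were higher, with camera adjusted p of 2.2e-05 and 0.0418. The anterior Hox and endothelial calls held under fry, but 9 and 6 of 35 splits gave p-values as small. For the erythroid list 21 of 35 did. Its call was lost under fry (adjusted p 0.286), with the replicate block (camera adjusted p 0.0720) and without forelimb 2, forelimb 3, hindlimb 1 or hindlimb 4 (camera adjusted p 0.199, 0.0741, 0.0595 and 0.243), and without hindlimb 4 the median was 0.52. The posterior Hox list (1.51, 9 of 13 above 0, camera adjusted p 0.0930) was not called, but was called without forelimb 5 (0.0115) and after the correction for GC content and length (0.0147, and 0.0321 with the replicate block). Limb initiation (0.0930), somite (0.125) and surface ectoderm markers (0.177) were not called either. Limb initiation and the surface ectoderm list were called without hindlimb 5 (camera adjusted p 0.00869 and 0.0164), and the somite list without hindlimb 1 (0.0264). Cardiac (0.266), gut endoderm (0.289), neural tube (0.491), presomitic and tail-bud (0.529), NF-kB target (0.558) and male-specific Y genes (0.491) were not called by camera, while fry called the cardiac and gut endoderm lists (adjusted p 0.0478 and 0.0352).

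For the interaction, limb initiation (camera adjusted p 0.117), posterior Hox (0.104), neural tube (0.104), male-specific Y (0.354), NF-kB target (0.775) and somite genes (0.775) were not called. The limb initiation list was called without plate forelimb 3, plate hindlimb 2 or E9.75 hindlimb 5 (camera adjusted p 0.0174, 0.0429 and 0.0295). The neural tube list was called without E9.75 hindlimb 1 (0.00494), and the posterior Hox list without plate forelimb 1 or plate hindlimb 1 (0.0263 and 0.0332). DESeq2 size factors, a mean of at least 5 CPM and a prior count of 0.5 gave 0.0425, 0.00170 and 0.0232 for the posterior Hox list, and DESeq2 size factors gave 0.0460 for the neural tube list. With the replicate block in both tables the neural tube list had 0.0150. Over 9 alternatives the adjusted p reached 0.509 for the first and 0.767 for the second. The HIF target list had a median difference of −0.47 (41 of 48 genes below 0, camera adjusted p 4.4e-05) and the oxidative phosphorylation list one of 0.82 (69 of 77 above 0, camera adjusted p 6.5e-11), and neither held under fry (adjusted p 0.0580 and 0.0734).

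**Figure D2:**
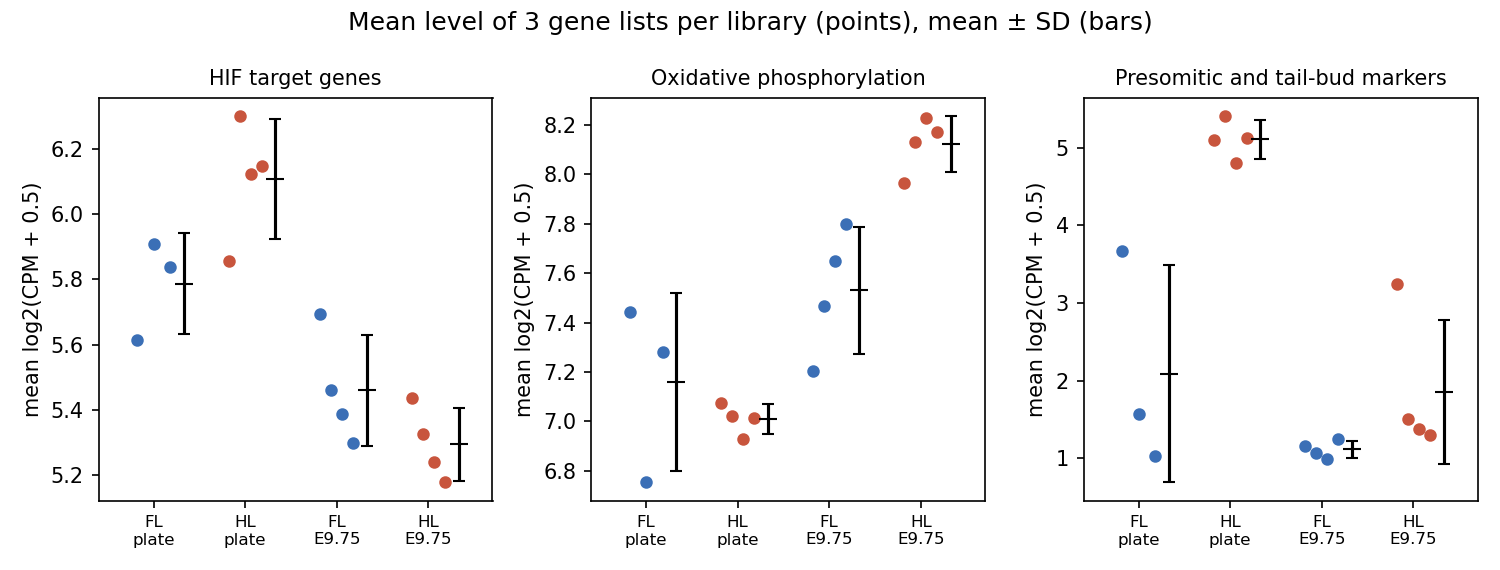
Mean log2(CPM + 0.5) of 3 gene lists in each library (points) of the plate libraries on mouse genes and of E9.75, for forelimb (FL, blue) and hindlimb (HL, red), with mean and SD as bars. HIF target genes and tail-bud markers averaged higher in the plate hindlimb libraries than in the plate forelimb libraries, and oxidative phosphorylation genes averaged higher in the E9.75 hindlimb libraries.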

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

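The tests of the list counts on other splits of the samples and the splits for the HIF and oxidative phosphorylation lists were fixed before their results were seen; the others were chosen afterwards.

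One E9.75 forelimb library stood apart from the other 3 in 4 genes. Forelimb 5 held 10.4 CPM of Tbx4 (others 0.585 to 1.36), 7.40 CPM of Pitx1 (0.575 to 0.738), 7.17 CPM of Isl1 (0.787 to 1.55) and 2.14 CPM of Hoxc10 (0 to 0.127). Its Tbx5 value was 40.6 CPM, against a mean of 1.11 CPM in hindlimb, which argues against a mislabelled sample. RNA from hindlimb 1 is also argued against, since the median share of that library in 11 genes specific to it was −0.04%. Hindlimb RNA in the library may be the cause. Among 19 genes specific to hindlimb, with the 4 genes above left out, 17 were highest in forelimb 5 and 2 in forelimb 2. That is 89.5% for forelimb 5, where 4 alike libraries would each have 25%. The median share in forelimb 5 was 5.88% of the hindlimb level, with quartiles of 3.91% and 9.85%. The genes were those called higher in hindlimb with a hindlimb mean of at least 5 CPM and at least 8 times the second-highest forelimb library, a rule that treats the 4 forelimb libraries alike. This rule was set after earlier ones had been seen, and genes of 1 library are not independent of each other. Whether the RNA came from dissected tissue or entered during library preparation was not tested, and no biological explanation was tested.

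The other 3 single-library values were 42.2 CPM of Tbx3 in E9.75 forelimb 2 (others 34.1 to 34.6), and 93.3 CPM of Evx1 (56.3 to 58.2) and 13.02 CPM of Tbx4 (2.13 to 3.88) in plate hindlimb 4. The gaps to the nearest library were 0.28, 0.68 and 1.75 on the log2 scale. The choice of scaling is argued against, since under 3 other scalings and with total counts alone each gap kept at least 91.3% of its size. An error common to all of these was not tested. In all, 7 of 80 groups of values had a library this far from the others, where chance gives 4.0. No biological explanation was tested for these 3 values.

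The hindlimb-to-forelimb effect differed between the mouse-gene tables for 2583 genes. Of 60 splits, the real one and others drawn at random with a fixed seed, only the real one (1 of 60) gave as many, and the next gave 34. Of the 14 splits among them that part all same-numbered pairs it was also the only one. At E9.75 the real regions differed in 8880 genes, so splits that regroup those libraries mix unlike ones. They stand for no region effect in either table, not for an equal effect in both. The split counts therefore do not decide whether chance could give 2583 calls under an equal effect. Scaling is argued against as the whole cause, since the lowest count under the other scalings was 2436. GC content and length are argued against in the same way, since 2314 genes were called with the replicate block in both tables and the correction. With that block alone the counts were 970 larger and 826 smaller. Leaving out 1 library moved the count of larger differences to between 372 (without plate forelimb 4) and 3046 (without plate forelimb 3), and the count of smaller ones to between 489 (without E9.75 forelimb 3) and 2775 (without plate forelimb 3). Stage, the batch of each table and the tissue taken at each dissection go with the table, so they cannot be told apart. The difference between whole forelimb and hindlimb libraries at E9.75 stays open too.

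Among the fixed genes, the difference was called for Isl1 (5.33), Pitx1 (4.35) and Hif1a (−0.83) on the log2 scale. Over the other scalings and the correction for GC content and length with the replicate block in both tables, the highest edgeR adjusted p of the 3 genes was 0.0309, which argues against these as the whole cause. With that block alone Hif1a was not called (edgeR adjusted p 0.0501). Without E9.75 forelimb 5 the edgeR adjusted p was 3.0e-04 for Pitx1 and 5.4e-05 for Isl1. Hif1a was not called in 6 of the 15 fits that each left out 1 library, with an edgeR adjusted p of 0.0857 without E9.75 forelimb 3, 0.0635, 0.0839, 0.0930 and 0.0744 without E9.75 hindlimb 1, 3, 4 and 5, and 0.0521 without plate forelimb 4. The Isl1 difference was smallest, 4.60, without plate forelimb 4. That library had the most Isl1 (26.6 CPM) and the highest mean of the cardiac list among the plate libraries on mouse genes. A difference in stage, batch or dissected tissue stays open for all 3 and was not tested, since these go with the table.

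The region effect also differed for 2 lists tied to oxygen or energy supply. The median difference of the HIF target genes was −0.47 (camera adjusted p 4.4e-05) and that of the oxidative phosphorylation genes was 0.82 (camera adjusted p 6.5e-11). After the correction for GC content and length, in the same fit as the replicate block in both tables, the camera adjusted p was 0.0142 and 3.0e-08, which argues against that bias as the whole cause. Other splits leave chance open, since 11 of 60 splits gave a p-value as small for the HIF list and 4 of 60 for the oxidative phosphorylation list. Of the 14 splits that part all same-numbered pairs, 4 did for the HIF list and 1, the real one, for the oxidative phosphorylation list. Neither held under fry, where the adjusted p was 0.0580 and 0.0734. Most of the 60 splits keep a same-numbered pair together, and 1 of 14 is the smallest share the rest can give. These fry tests used no replicate block. The mean HIF level was higher in hindlimb in every plate pair and lower in every E9.75 pair. That of the oxidative phosphorylation list was lower in plate pairs 1 and 4, and higher in plate pair 3 and every E9.75 pair. Chance is not excluded for either list, and a difference in stage, batch or tissue stays open too.

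The same 2 lists were weighed within each table. The higher HIF target genes in the plate hindlimb libraries had a p-value matched by 5 of 35 splits. Of the 8 splits that part all same-numbered pairs, only 1, the real one, matched it. As 1 of 8 is the smallest share these splits can give, this alone does not exclude chance. The higher oxidative phosphorylation genes in the E9.75 hindlimb libraries had one matched by 7 of 35 splits, and by 2 of the 8 that part all same-numbered pairs there. The correction left both called, with camera adjusted p of 1.5e-04 for the HIF list and 7.7e-10 for the oxidative phosphorylation list, each with the replicate block. The E9.75 median was 0.67 with the block and 0.32 with the block and the correction, so part of its size went with GC content or length. Tail-bud tissue in the plate hindlimb libraries was weighed for the HIF list. Forelimb 1, the forelimb library with tail-bud genes, had a mean log2 CPM of the HIF list that differed by −0.26 from the mean of forelimb 3 and 4, against the direction this explanation needs. A single library does not decide this, and tail-bud tissue and region cannot be told apart.

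The median difference of the anterior Hox list was −1.40 (camera adjusted p 3.0e-10), with 3 of 60 splits as small, 2 of them among the 14 that part all same-numbered pairs, and it held under fry (adjusted p 6.0e-04). GC content and length are argued against, since the list was still called with the replicate block in both tables and the correction. Over 9 alternatives its adjusted p ran from 3.9e-11 to 0.0937, the last with an estimated correlation. Stage, batch and tissue go with the table and stay open, untested.

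Of the 8 lists of neighbouring tissues, 6 differed between the tables in their region effect. The median differences were −2.72 for presomitic and tail-bud markers (camera adjusted p 8.4e-06), 2.60 for cardiac (2.5e-06), 2.12 for erythroid (1.7e-04), 1.71 for endothelial (6.6e-11), 1.86 for gut endoderm (0.00569) and −0.85 for surface ectoderm markers (0.00904). Without plate hindlimb 2 the gut endoderm difference was 0.89 (camera adjusted p 0.0493), and without plate forelimb 4 the erythroid one was 1.40 (0.00481). Cardiac and endothelial markers held under fry (adjusted p 9.0e-04 and 6.0e-04) and the others did not. The splits with a p-value as small numbered 21, 9, 24, 6, 27 and 16 of 60, in the same order, and 4, 2, 6, 3, 8 and 5 of the 14 that part all same-numbered pairs. Different neighbouring tissue in the dissections is a candidate explanation, named from lists written before the data were examined. The most abundant gene of each list was Cdx1 for tail-bud, Tnni1 for cardiac, Hbb-y for erythroid, Plvap for endothelial and Krt8 for both gut endoderm and surface ectoderm markers. Plate forelimb and hindlimb libraries averaged 145 and 319 CPM of Cdx1, against 25.9 and 7.63 CPM at E9.75. For Tnni1 the averages were 44.3 and 5.57 against 15.5 and 17.2 CPM, and for Plvap 54.8 and 22.1 against 64.7 and 99.7 CPM. For Hbb-y they were 101 and 37.5 against 3379 and 7582 CPM, and for Krt8 795 and 427 against 36.7 and 81.4 CPM. Krt8 thus went the way of the gut endoderm list and against that of the surface ectoderm list. With the replicate block in both tables gut endoderm markers were not called (median difference 0.67, camera adjusted p 0.0781). With the correction for GC content and length in the same fit surface ectoderm markers were not (camera adjusted p 0.0519), and the other 5 lists were. Tissue content cannot be told apart from stage, since both go with the table. Across all lists, 17 of 60 splits gave as many called lists for this difference, 6 of them among those 14. These split counts leave chance open as well.

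A further column of the chicken-gene table, named hindlimb 3 but with another index number, held 16919663 counts and entered no comparison. Its counts had an SD of 0.0456 in the log2 ratio to read 2 of forelimb 4. Read 1 and read 2 of 6 other libraries gave 0.0437 to 0.0583, the nearest other library 0.424, and hindlimb 3 gave 0.600. The column is consistent with read 1 of forelimb 4 under another name. No biological explanation was tested.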

How the results depend on the processing

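All alternatives except read 1 counts, the GC and length correction, the replicate block at E9.75 and the interaction list tests were chosen before the data were examined. Where a value changed below, the cause was not tested, apart from fits that used fewer genes or samples by construction.

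In the plate libraries on mouse genes the 3 genes higher in hindlimb became 6 with read 1 counts, DESeq2 size factors or a mean of at least 5 CPM, 20 with no filter, 169 with both tables in 1 fit and 181 with DESeq2. The 1 gene lower in hindlimb became 2 with upper-quartile factors, 3 with read 1 counts, 4 with at least 5 CPM, 17 with no filter, 157 with DESeq2 and 217 with both tables in 1 fit. With DESeq2, 33.2% of calls were false on simulated data. The replicate block gave 0 and 0 (1491 genes at an unadjusted p under 0.05), as did the block with the GC and length correction (1976). Tbx3 reversed to 0.33 with the block and 0.28 with the block and the correction. Across the 7 fits that each left out 1 library the counts ran from 0 to 27 higher and from 0 to 9 lower in hindlimb. They were highest without forelimb 1, and 0 and 0 without forelimb 3, forelimb 4, hindlimb 2, hindlimb 3 or hindlimb 4. Genes at an unadjusted p under 0.05 in those fits with 0 calls numbered 3148, 967, 1113, 1067 and 1041, in the same order. Tbx3 ran from −0.57 (without forelimb 1) to 0.52 (without forelimb 3) and Epas1 from −1.999 to 0.16, without the same libraries. Other changes of single genes numbered 9 weaker and 5 stronger, and 24 weaker with 1 library left out. The low number of calls limits what can be said of single genes here.

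At E9.75 both tables in 1 fit gave 1982 genes higher and 2173 lower in hindlimb, and 8 changes of single genes under alternatives were weaker. Across 8 fits without 1 library the counts ran from 3647 to 4325 higher and from 3772 to 4920 lower, and no single gene named changed its call. The replicate block by column number gave 4285 and 4458, and with the correction 3030 and 4564. Meis2 reversed to 0.016 with the block and 0.040 with the block and the correction.

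On chicken genes DESeq2 gave 1668 genes higher in hindlimb. The same-numbered samples had correlations of 0.0808, 0.144, 0.163 and 0.301, not all over 0.1, so the numbers were not taken to pair them. Each was the highest value of its forelimb library, although hindlimb 1 was higher with forelimb 2 (0.0896). Pairing by number is thus not ruled out here. The replicate block gave 2265 higher and 2420 lower. Across 8 fits without 1 library the counts ran from 495 (without forelimb 2) to 1250 (without forelimb 4) and from 903 to 1798. The 4 genes named kept their calls in every fit run.

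For the interaction, larger differences numbered 2487 with DESeq2, 2434 with the replicate block in the plate libraries alone, 970 with the block in both tables and 773 with that block and the correction. Smaller ones numbered 739 with upper-quartile factors, 778 with DESeq2 size factors, 2608 with the plate block, 3527 with it and the correction, 826 with the block in both tables and 1541 with it and the correction. Across the 15 fits without 1 library they ran from 372 (without plate forelimb 4) to 3046 (without plate forelimb 3) and from 489 (without E9.75 forelimb 3) to 2775 (without plate forelimb 3). Meis2 reversed to −0.0088 with no filter and −0.031 with the plate block, and Rela to 0.049 with DESeq2 and with DESeq2 size factors, 0.047 with at least 5 CPM and 0.059 with upper-quartile factors. Without 1 library Meis2 ran from −0.036 (without plate hindlimb 2) to 0.16 (without plate hindlimb 1) and Rela from −0.30 (without plate forelimb 3) to 0.16 (without plate hindlimb 4). Other changes of single genes were 1 weaker and 32 stronger, and 6 weaker and 7 stronger with 1 library left out. The plate effects of Tbx4 and Hoxc10 are lower bounds, so only their calls were compared. DESeq2 gave no adjusted p for Pitx1 in this test. Forelimb between tables gave 2342 and 3105 at a mean of at least 5 CPM, where fewer genes were tested, and the hindlimb counts stayed within 1.5 times in every fit run.

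The lists called fell to 0, 0 and 0 with an estimated correlation, in the plate, E9.75 and interaction tests, with 5, 0 and 3 at an unadjusted p under 0.05. With fry they were 5 in the plate test and 3 for the interaction. Reversed lists, none of them called, were the plate somite list at 5 CPM (adjusted p 0.833), E9.75 NF-kB targets (0.429 with the correction, 0.599 with the block and correction, 0.773 at 5 CPM), E9.75 neural tube (0.945 and 0.532), E9.75 presomitic and tail-bud markers (0.738 at 5 CPM, 0.372 with the block), E9.75 Y genes (0.326 with the block, 0.203 with the block and correction), and interaction NF-kB targets (0.473 with the plate block and correction, 0.4999 with the block in both tables and correction, 0.777 at 5 CPM). Without 1 library the plate Y genes ran from 0.0878 to 0.844, E9.75 presomitic markers from 0.410 to 0.776 and E9.75 Y genes from 0.345 to 0.548. The block lost the E9.75 erythroid call (0.0720). In both tables it lost the interaction call of gut endoderm markers (0.0781) and gave one for neural tube markers (0.0150). It changed no other list call. Other list changes under alternatives were 19 weaker in the plate test, 6 weaker and 4 stronger at E9.75, and 18 weaker and 5 stronger for the interaction. Chicken-gene lists were not run.

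The correlation of region effects between mouse-gene tables (0.0065) was −0.092 at 5 CPM, −0.083 with Spearman, −0.11 with the plate block and −0.13 with the block in both tables, and ran from −0.093 to 0.11 across 15 fits without 1 library (lowest without plate hindlimb 2, highest without plate forelimb 1).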

Other observations

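The tests of the list counts on other splits of the samples were fixed before their results were seen; the other tests in this part were chosen afterwards.

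Other splits of the same samples were compared with the real one for each count of called genes. For the region effect, 1 of 35 splits gave as many calls in the plate libraries on mouse genes (next 0), in the E9.75 libraries (next 26) and in the plate libraries on chicken genes (next 4), and it was the real one each time. In the plate libraries on mouse genes the 4 calls stood beside 1344 genes at an unadjusted p under 0.05, which 8 of 35 splits matched or passed. Of the 8 splits that part all same-numbered pairs, only the real one had as many at either level. At E9.75 the real one was also the only one of 8 such splits, and 1 of 8 is the smallest share they can give. The remaining splits keep at least 1 pair together in a group. Between the mouse-gene tables, 1 of 35 splits gave as many calls in forelimb (next 4394) and 1 of 35 in hindlimb (next 0).

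As many called lists came from 2 of 35 splits of the plate libraries on mouse genes and from 30 of 35 splits of the E9.75 libraries. Of the 8 splits that part all same-numbered pairs in each, 1 and 6 gave as many. The number of lists called at E9.75 is therefore what other splits give. The correlation of region effects between the mouse-gene tables was as far from 0 in 33 of 35 splits of the plate libraries, which ranged from −0.34 to 0.34.

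The table on mouse genes names its libraries chick. The lowest sum of Xist and male-specific Y-gene values over its 7 libraries was 49.8 CPM, which argues against chick libraries counted on mouse genes. The gene identifiers and the names of the plate tables point the same way, and only the species words in the column names go against them. An exchange of those words is a candidate explanation, which the samples' labels do not settle.

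Plate hindlimb 2 held little RNA of gut endoderm genes. It was the lowest of the 4 hindlimb libraries in 23 of 24 genes of that list, with 0.384 CPM of Ttr, 0.085 CPM of Apoa1 and 0.597 CPM of Afp. The lowest values in the other 6 plate libraries on mouse genes were 60.1, 92.0 and 79.6 CPM. Library depth is argued against, since 21584 genes had at least 10 counts in this library, the highest number of the 7. A dissection without endoderm stays open, untested. These genes were chosen after their values were seen.

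E9.75 hindlimb 1 held 1.96 CPM of male-specific Y genes and 18.4 CPM of Xist, while the Y genes of the other 7 libraries lay between 77.3 and 103.6 CPM. The same library held 9.26 CPM of Tbx6, against at most 0.809 CPM in the other hindlimb libraries. Plate forelimb 1 held 21.4 CPM of Tbx6 and 15.9 CPM of T, against at most 0.888 and 0.296 CPM in plate forelimb 3 and 4. These genes were chosen after their values were seen.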
